A study of Mus musculus with 2 samples. Its data were reported in "Vitamin A retinoic acid contributes to muscle stem cell and mitochondrial function loss in old age" (2025).

How the data were processed

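Droplet-based single-cell RNA-Seq was measured in 2 libraries of hindlimb muscle from aged female C57Bl/6J mice. A first library came from muscle injected with all-trans retinoic acid (ATRA), the RXR-alpha agonist CD3254 and the RAR-gamma agonist BMS961 (ATRA+agonist), and the other from muscle injected with the solvent (DMSO vehicle). Cells of 2 mice were pooled in each library, so that there is 1 library per group and the mice within a library cannot be separated here.

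The deposited matrices hold raw UMI counts per gene and barcode, which the authors made with Cell Ranger 7.2.0 from 10x Genomics 3-prime reads aligned to the mouse genome build mm10 (GRCm38) after demultiplexing. The matrices were already restricted by Cell Ranger to barcodes called as cells, before any filter on genes, mitochondrial transcripts or doublets. UMIs mark molecules, so copies made by PCR were counted once. The annotation release was not stated, and gene positions were taken by gene identifier from GENCODE M21, which uses GRCm38. Both matrices list the same 32285 genes.

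Cells were filtered with the limits that the authors describe: at least 300 and at most 5000 detected genes, under 20% of UMIs from mitochondrial genes and under 0.25% of UMIs from hemoglobin beta genes (symbols that start with Hbb-). Doublets were scored in each library separately. Artificial doublets were made as the mean of 2 randomly drawn cells until they were 20% of the merged cells, each cell was scored by the share of artificial doublets among its nearest neighbors (1% of the merged cells), and the 7.5% of cells with the highest score were removed. This is a rebuilt form of the DoubletFinder procedure that the authors used.

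The kept cells of both libraries were merged without batch correction. Counts were scaled to 10000 per cell and log-transformed. The 2000 genes with the highest variance against a running median were used for 30 principal components, a shared-neighbor graph of 20 neighbors and Louvain clustering at a resolution of 0.8. Mitochondrial, ribosomal protein and hemoglobin genes were left out of the clustering genes, and so were 218 of the genes compared below (outcome genes). The interferon-response list, which was added later, was not among these 218 genes. A cluster was named after a cell class where at least 3 of that class's markers had 10 or more UMIs and an at least 2-fold higher level than in all other cells, with 10 CPM (UMIs per 1000000 UMIs) added to both. A cluster remained unnamed where 2 or more markers of another class were among its 10 leading genes, or where another class had more of them. It also remained unnamed where its median UMI number, multiplied by 3, was under that of its library and none of its markers led. Names carry the ending "-like", since they were rebuilt from markers and not taken from the authors, and a difference from the study in a share may come from the naming. These thresholds of the naming procedure were set after the clusters had been seen.

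With 1 library per group there is no replicate, and cells are not replicates. No test was run, and no p-value is given. Shares of cells have exact Clopper-Pearson 95% intervals. UMIs were summed per library and cell class, expressed as CPM of the UMIs of that class, and given exact Poisson 95% intervals. Ratios are ATRA+agonist over DMSO vehicle on the log2 scale, with an exact interval conditional on the summed count. Ratios of 2 shares have a log-scale 95% interval. All intervals cover counting error only. They leave out differences between mice and between cells, which can be far larger. A count of 0 was taken to allow up to 3 counts. The median log2 ratio of a gene list was set against 10000 random lists of the same size matched on mean expression, as a description of these libraries, and its interval came from redrawing each count from a Poisson distribution.

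The comparisons, the cell class markers and the genes to be named were fixed before the data were examined. Named genes were the genes that the study singled out (Pax7, Id1, Id3, Sirt2, Rock2, Mt1 and Mt2), genes of the retinoic acid pathway and of the myogenic state with at least 10 UMIs over the MuSC-like cells, and the 5 largest rises and 5 largest falls. The last group was drawn from genes with at least 100 UMIs whose level in MuSC-like cells, multiplied by 4, was at least the highest level in any other class. The 5 genes with the largest shared shift across cell classes were also named. Genes with the same sign in every class were ranked for this by their smallest absolute log2 ratio. They had at least 100 UMIs in every class with at least 200 cells per library. Study genes were compared in other classes with at least 100 cells per library. Lists of interferon-response genes and of glucocorticoid-induced genes were added after the data had been seen.

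The alternatives were no doublet removal and a 15% doublet rate, no hemoglobin filter, a 10% mitochondrial limit, a minimum of 500 genes, no maximum of genes, resolutions of 0.4 and 1.6, outcome genes kept for clustering, cells assigned by their own marker UMIs, non-immune or immune cells as the denominator, median-of-ratios scaling, totals without mitochondrial, ribosomal protein and Malat1 UMIs, the mean over cells of log-normalized values, cells thinned to 1000 UMIs, and a minimum of 50 UMIs for lists. Clustering without the interferon-response list was added later.

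The ratio and interval procedure was tested on simulated data. Counts were drawn from a Poisson distribution for the MuSC-like comparison of the 7236 genes with at least 100 UMIs, of which 200 were changed 2-fold up or down. The 95% interval held the true ratio for 95.3% of genes, and 97.5% of the changed genes had an interval on the correct side of 0. The interval assumes the same distribution, so this checks the computation only. It cannot show how often the interval holds for real counts, which can vary more between cells. A list raised by a known amount lay at percentile 100 of random lists. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9, and figures used matplotlib 3.10.9. Not every gene of the retinoic acid pathway list is reported here. Metabolic flux estimates and the bulk RNA-Seq of the study were not analysed here.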

Results

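Single-cell RNA-Seq was used to compare the cells of hindlimb muscle from 24-month-old mice after 3 injections of ATRA and the agonists with those after injections of DMSO vehicle. The question was what a stimulated retinoic acid pathway changes in aged tissue. ATRA is the active metabolite of vitamin A, and RAR and RXR are the nuclear receptors through which it acts. Each group is 1 library of cells pooled from 2 mice. There are no replicates, so that every difference below is a difference between 2 libraries. The deposited UMI counts summed to 65197625 over 10444 barcodes in the ATRA+agonist library and to 109343486 over 17394 barcodes in the DMSO vehicle library.

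The first comparison asked how many barcodes remained as cells. After all filters 6907 ATRA+agonist cells (66.1% of barcodes) and 6953 DMSO vehicle cells (40.0%) were kept. The filter on a minimum of 300 genes accounted for most of this difference, as it left 8016 barcodes of the ATRA+agonist library and 9454 of the DMSO vehicle library. The hemoglobin filter then removed 357 of 7824 cells with ATRA+agonist (4.56%, 95% interval 4.11% to 5.05%) and 1725 of 9242 cells with vehicle (18.7%, 17.9% to 19.5%). Depth after filtering was similar, with a median of 4699 UMIs and 2001 genes per ATRA+agonist cell and 4847 UMIs and 2079 genes per DMSO vehicle cell. The mean over all 13860 kept cells was 2138 genes and 5933 UMIs.

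Clustering gave 25 clusters, of which 22 were named in 13 classes. Endothelial-like cells made up 37.2% of ATRA+agonist cells and 35.7% of DMSO vehicle cells. Fibro-adipogenic progenitor-like (FAP-like) cells, the mesenchymal cells between the fibers, made up 19.3% and 23.7%. The 3 unnamed clusters held 6.17% of ATRA+agonist cells and 4.52% of DMSO vehicle cells. Cluster 12 was led by Tenm2, Sfrp5 and Cldn1 and held 2.07% of ATRA+agonist and 2.39% of DMSO vehicle cells. Cluster 14 mixed mast cell and T cell transcripts and held 3.14% and 0.604%. Cluster 20 was led by Car3, Cfd and Cdh9 and held 0.956% and 1.53%. An endothelial-like cluster was led by interferon-response genes such as Cd274, Gbp4 and Ubd and not by endothelial markers, all 9 of which were enriched in it. It held 64 ATRA+agonist cells (0.927%) and 1018 DMSO vehicle cells (14.6%), but its size depends on genes that themselves differed between the libraries, and with the interferon-response list left out of the clustering genes the cluster led by Cd274 and Gbp4 held 362 and 992 cells. The largest endothelial-like cluster, led by Aqp1 and Kdr, held 1631 ATRA+agonist cells (23.6%) and 761 DMSO vehicle cells (10.9%).

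The study compared the makeup of treated and control muscle and singled out neutrophils and tenocytes. Neutrophil-like cells were 23 of the ATRA+agonist cells (0.333%, 95% interval 0.211% to 0.499%) and 154 of the DMSO vehicle cells (2.21%, 1.88% to 2.59%), a ratio of 0.150 (0.0971 to 0.233). This cluster was led by S100a8 and S100a9, and the monocyte gene Ly6c2 was also among its leading genes. With no doublet removal, a monocyte or macrophage-like cluster led by Plac8 and Chil3, with Ly6c2, held 64 ATRA+agonist and 154 DMSO vehicle cells. The neutrophil-like cluster there held 31 and 114, so the main neutrophil-like cluster may mix both classes. The neutrophil-like ratio moved most under the coarser clustering at resolution 0.4, to 0.611, and stayed below 1 under every alternative. At resolution 0.4 the neutrophil-like cluster held 139 ATRA+agonist and 229 DMSO vehicle cells, and no cluster was named dendritic-like. In the main clustering 116 and 75 cells were dendritic-like, so that 0.611 appears to come from a cluster that took them in. Tenocyte-like cells were 2.39% of ATRA+agonist cells (2.04% to 2.78%) and 7.23% of DMSO vehicle cells (6.64% to 7.87%), a ratio of 0.330. The share of MuSC-like (muscle stem cell-like) cells was 5.99% with ATRA+agonist (5.45% to 6.58%) and 7.61% with vehicle (7.00% to 8.26%), a ratio of 0.788 (0.696 to 0.892), which rose to 0.908 when non-immune cells were the denominator.

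Other classes differed by more than their counting intervals too. B cell-like cells were 9.27% of ATRA+agonist cells (8.59% to 9.97%) and 0.892% of DMSO vehicle cells (0.684% to 1.14%), a ratio of 10.4 (8.02 to 13.5). Under the alternatives the B cell-like ratio ranged from 5.51, as a share of immune cells, to 91.9, at a doublet rate of 15%. Not every part of the class went this way. At resolution 1.6 a B cell-like cluster led by Jchain, Igkc and Ighg2c held 17 ATRA+agonist and 31 DMSO vehicle cells. The cluster led by Ighd and Bank1 held 498 and 28, and the cluster led by Cacna1e and Il5ra 125 and 3. Neural (glial)-like cells were 1.94% and 5.65%. Myonuclei-like cells, which carry transcripts of muscle fibers, were 229 ATRA+agonist cells (3.32%, 2.91% to 3.77%) and 0 of 6953 DMSO vehicle cells. This 0 allows a share of up to 0.0431% by the rule of 3 counts, and up to 0.0530% by the exact interval. The ATRA+agonist share was 76.8-fold higher than the first limit, a value that leaves out the counting error of that share. The 0 also depended on the filters, which had removed 84 vehicle barcodes rich in fiber transcripts. With no doublet removal there were 243 myonuclei-like cells with ATRA+agonist and 38 with vehicle, and with a minimum of 500 genes there were 96 and 13. The endothelial-like share as a whole, whose clusters shifted in opposite directions, did not differ detectably at this depth (ratio 1.04, 0.995 to 1.09), but the ratio was 1.20 as a share of non-immune cells and 1.15 at resolution 1.6, both above that interval.

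**Figure D1:**
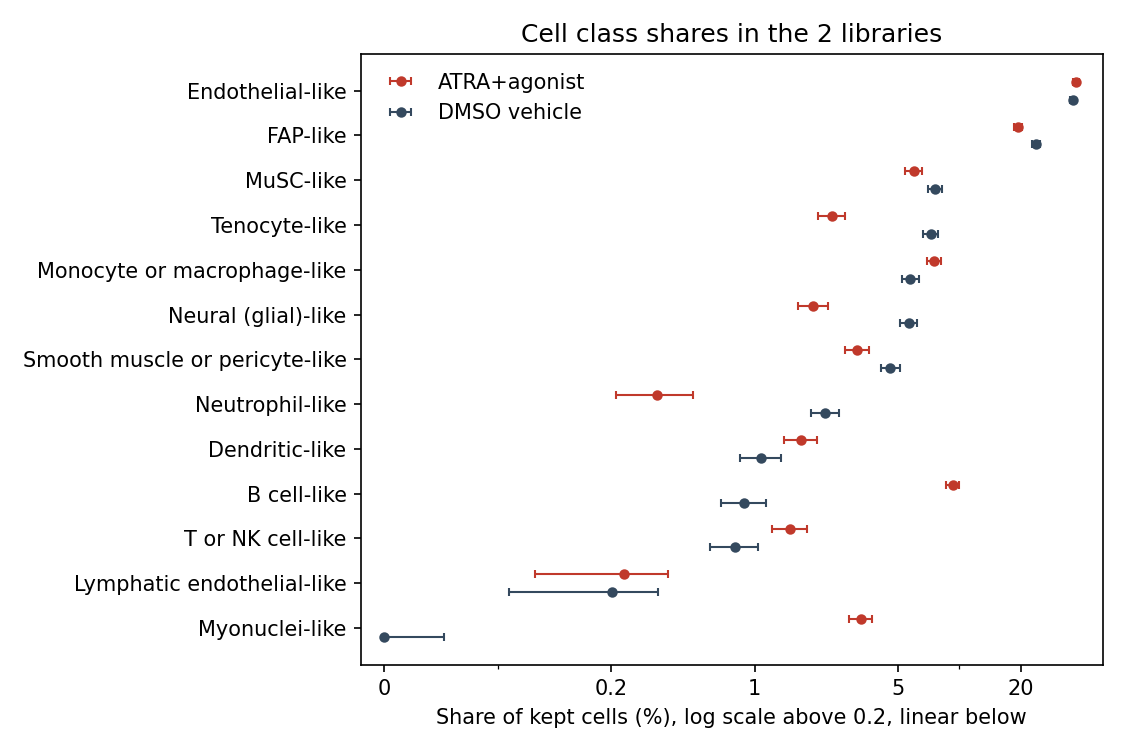
Share of kept cells in percent for each named class in the ATRA+agonist library (red) and the DMSO vehicle library (dark), with exact 95% binomial intervals that cover counting error only, on an axis that is logarithmic above 0.2% and linear below. B cell-like cells lie at 9.27% against 0.892%, and neutrophil-like cells at 0.333% against 2.21%.

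The next comparison asked which transcripts differed in MuSC-like cells. CPM are UMIs per 1000000 UMIs of the class. Summed over 414 ATRA+agonist cells and 529 DMSO vehicle cells there were 3330182 and 3943700 UMIs. The median log2 ratio of the 13141 genes with at least 10 UMIs was 0.05. Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528, GRCm38), the transcription factor that marks MuSCs, was measured at 521 CPM with ATRA+agonist (95% interval 497 to 546) and 325 with vehicle (308 to 343), a log2 ratio of 0.68 (0.58 to 0.79). The mean over cells of log-normalized values moved the Pax7 log2 ratio most, to 0.52, and thinning every cell to 1000 UMIs gave 0.83. Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410) had a log2 ratio of 0.71 (0.52 to 0.89), Id3 (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) of 0.52 (0.45 to 0.59) and Sirt2 (ENSMUSG00000015149, chromosome 7, 28766735 to 28788661) of 0.38 (0.17 to 0.60).

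Transcripts that were lower with ATRA+agonist included Rock2 (ENSMUSG00000020580, chromosome 12, 16894895 to 16987823), at 617 CPM against 849 with vehicle, a log2 ratio of -0.46 (-0.54 to -0.38). After thinning, the Rock2 log2 ratio was -0.16 with an interval that included 0 (-0.38 to 0.07). The metallothioneins Mt1 (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327) and Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568) had log2 ratios of -0.52 (-0.56 to -0.47) and -0.60 (-0.68 to -0.53).

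To determine whether these differences belonged to MuSC-like cells, the same genes were compared in the 6 other classes with at least 100 cells per library. Pax7 had too few UMIs there for a ratio. Id1 and Id3 went the other way in endothelial-like cells, with log2 ratios of -0.30 (-0.35 to -0.24) and -0.60 (-0.64 to -0.55). For Sirt2 the intervals of endothelial-like (0.25, 0.05 to 0.46) and FAP-like cells (0.27, 0.11 to 0.42) overlapped that of MuSC-like cells. The Rock2 log2 ratio was -0.43 in smooth muscle or pericyte-like cells (-0.64 to -0.22) and -0.22 in monocyte or macrophage-like cells (-0.36 to -0.09), and no difference was detectable in the 4 other classes. Mt1 was lower with ATRA+agonist in all 6 other classes, with log2 ratios from -1.06 in smooth muscle or pericyte-like cells to -0.23 in tenocyte-like cells. Of the 12 values for Mt1 and Mt2 in other classes, 11 had an interval below 0, and the exception was Mt2 in smooth muscle or pericyte-like cells (0.02, -0.56 to 0.59). That exception rested on 46 UMIs with ATRA+agonist and 64 with vehicle, and its log2 ratio was -1.10 after thinning.

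**Figure D2:**
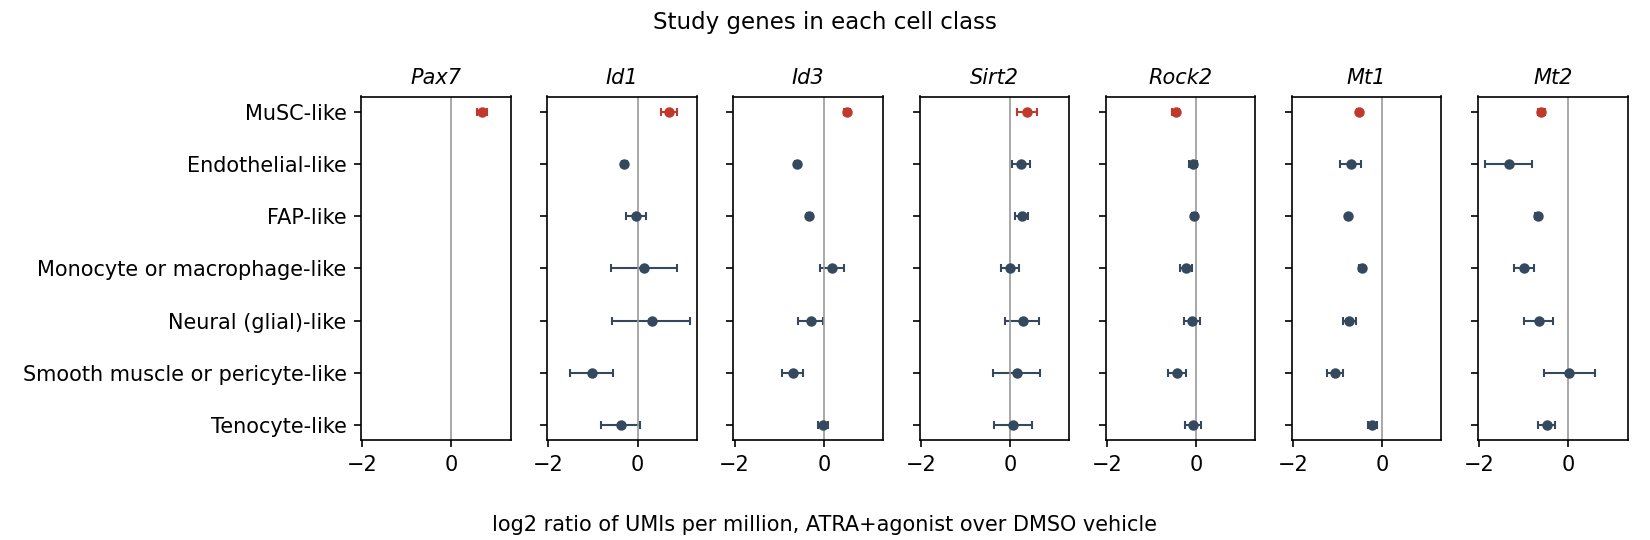
Log2 ratio of CPM, ATRA+agonist over DMSO vehicle, for each study gene in MuSC-like cells (red) and in 6 other classes (dark), with 95% counting intervals. Classes with under 10 UMIs have no point. Mt1 lies below 0 in every class shown, whereas Id3 is at 0.52 in MuSC-like and at -0.60 in endothelial-like cells.

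Retinoic acid pathway genes were compared because the treatment targets this pathway. Of the 24 genes in this list, 9 had under 10 UMIs in MuSC-like cells: Stra6, Rxrg, Cyp26b1, Crabp1, Crabp2, Rbp4, Aldh1a2, Aldh1a3 and Lrat. For the receptors Rara, Rarb, Rarg, Rxra and Rxrb no difference was detectable at this depth. For Rara the log2 ratio was 0.52 with an interval of -0.09 to 1.15. The same held for Cyp26a1, which encodes a retinoic acid-degrading enzyme, with 13 UMIs with ATRA+agonist and 18 with vehicle, for Dhrs3 (0.00, -0.59 to 0.58), and for Aldh1a1, Adh1, Tgm2, Pparg and Ret. Rdh10 was lower with ATRA+agonist, with a log2 ratio of -0.68 (-1.27 to -0.11). Ndufa2 had a log2 ratio of 0.18 (0.01 to 0.34), which changed sign to -0.10 after thinning. That thinned value rests on fewer UMIs and has no interval of its own. The pathway genes were compared in MuSC-like cells only, where some had few UMIs. Dhrs3 was at 14.4 CPM with ATRA+agonist, against up to 178.5 CPM over both libraries in another class, and Tgm2 at 3.00 against 321.9. The study describes days of recovery between the last injection and harvest, so an early, passing response would not be seen.

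Among genes of the myogenic state, Myog had a log2 ratio of 4.08 (3.58 to 4.62), from 499 UMIs with ATRA+agonist and 35 with vehicle. These UMIs came from 16 ATRA+agonist cells and 2 DMSO vehicle cells, and 10 of the ATRA+agonist cells held 97.6% of that library's Myog UMIs. The Myog log2 ratio fell to 2.38 with cells assigned by their own marker UMIs, and to 0.12 as a mean of log-normalized values. It rose to 4.74 with no upper limit on genes and to 4.69 after thinning. Ccnd1 (0.72, 0.50 to 0.95), Hes1 (0.55, 0.28 to 0.82), Heyl (0.53, 0.33 to 0.73) and Mki67 (0.81, from 49 UMIs against 33) were higher with ATRA+agonist. Cdkn1c (0.66) and Spry1 (0.23) were higher too, but changed sign under at least 1 alternative. Differences in Myod1 (0.01, -0.24 to 0.25), Cdkn1b, Top2a and Hey1 were not detectable. Of these, Myod1 moved past its main interval to -0.43 after thinning, and Top2a to 1.21 with no upper limit on genes. The thinned Myod1 value rests on fewer UMIs and has no interval of its own, so counting error may account for the move. Cdkn1b and Hey1 stayed within their main intervals under every alternative. By the fixed rule, the 5 largest rises were Myog, Tnnt2 (2.85), Cap2 (1.69), Rab27b (1.67) and Gm28653 (1.66). The Tnnt2 log2 ratio reversed to -0.91 when cells were assigned by their own marker UMIs. The 5 largest falls were Erfe (-1.90), Gm41556 (-1.84), Gm8251 (-1.83), Hba-a1 (-1.68) and Hba-a2 (-1.65).

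The study also examined fatty acid oxidation, NAD metabolism and mitochondrial changes. In MuSC-like cells the median log2 ratio of the fatty acid oxidation list was 0.16 (35 genes, 95% interval 0.00 to 0.23), at percentile 93.4 of random lists. Its interval included 0 after thinning (0.15, -0.16 to 0.37). In the 6 other classes compared, its percentile ranged from 49.5 in smooth muscle or pericyte-like cells to 98.1 in endothelial-like cells. The median of the NAD metabolism list in MuSC-like cells was -0.04 (22 genes, -0.23 to 0.14), at percentile 16.3. After thinning, the NAD metabolism list median log2 ratio in MuSC-like cells was 0.28 with an interval that included 0 (-0.22 to 0.37), or 0.0892 with the minimum of 10 UMIs applied after thinning. The list of nuclear-encoded oxidative phosphorylation (OXPHOS) genes had a median of 0.17 (90 genes, 0.14 to 0.20), at percentile 100, but after thinning to 1000 UMIs its median was 0.0115. In each of the 6 other classes compared the OXPHOS median was also above 0, at percentile 98.7 or higher. The immediate early and heat shock list had a median of 0.31 (20 genes, 0.23 to 0.40), also at percentile 100.

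Lastly, transcripts that shifted in the same direction in 5 classes with at least 200 cells per library were ranked by their smallest absolute log2 ratio. This ranks the size of the weakest shift and not how alike the shifts were. Of 3296 genes with enough UMIs in every class, 754 (22.9%) had the same sign in all 5. The top ranks were held by the hemoglobin genes Hbb-bs, Hbb-bt, Hba-a2 and Hba-a1, which had log2 ratios of -1.34 or lower in each class. The next was Fkbp5 (chromosome 17, 28399094 to 28517527), with log2 ratios from -1.71 in monocyte or macrophage-like cells to -0.87 in MuSC-like cells.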

Values the study reported

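The study reported 13,859 cells after filtering, of which 6,906 came from treated and 6,953 from control muscle. Per cell, 2,113 genes and 5,841 UMIs were given as averages, and 12 cell types were described. Larger fractions of neutrophils and tenocytes were described in controls than in treated muscle. In MuSCs the study described higher Pax7, Id1, Id3 and Sirt2 with treatment, and higher Mt1, Mt2 and Rock2 without it.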

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

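The test of scaling in this part was chosen after its result had been seen.

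Id1 and Id3 moved in opposite directions in different cell classes of the same 2 libraries. In MuSC-like cells their log2 ratios were 0.71 and 0.52. Id1 was at -0.30 in endothelial-like and -1.02 in smooth muscle or pericyte-like cells. Id3 was at -0.60 in endothelial-like, -0.33 in FAP-like, -0.29 in neural (glial)-like and -0.70 in smooth muscle or pericyte-like cells. The counting intervals lay on opposite sides of 0, but with no replicates the difference between classes was not tested. Scaling of the summed UMIs is argued against, since under median-of-ratios scaling Id1 was at 0.66 in MuSC-like cells and Id3 at 0.48, while the endothelial-like values were -0.38 and -0.68. A response to the treatment that differs between cell classes, and a difference between the pooled mice, both stay open and were not tested.

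Barcodes that the filters removed also carried a signal. Of the removed barcodes that were not red blood cells, 4.46% in the ATRA+agonist library (95% interval 3.52% to 5.58%) and 2.29% in the DMSO vehicle library (1.83% to 2.83%) were rich in muscle fiber transcripts, defined as at least 9.50% of UMIs from the fiber markers. Before any filter there were 279 such barcodes with ATRA+agonist and 84 with vehicle, so that filtering alone does not account for the excess in the ATRA+agonist library. It does account for the 0 in the vehicle library, where 36 of the 84 were removed as doublets and 34 by the hemoglobin filter. Fragments or nuclei of damaged fibers may have been carried along unequally in the dissection and dissociation of the 2 samples, and an effect of the injected compounds on fibers stays open. Neither was tested.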

How the results depend on the processing

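The alternative that left out the interferon-response list, and the values for genes of the myogenic state, were added after the data had been seen.

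No alternative changed the direction of any study gene in MuSC-like cells or of the neutrophil-like, tenocyte-like and MuSC-like shares. The numbers of kept cells stayed within 1.5 times the main numbers under all 6 filter alternatives. Tenocyte-like ratios stayed within their counting interval under every alternative.

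The neutrophil-like ratio of 0.150 became 0.274 with no doublet removal, 0.0610 at a doublet rate of 15%, 0.310 with at most 10% mitochondrial UMIs, 0.0931 with no upper limit on genes, 0.611 at resolution 0.4, 0.252 with cells assigned by their own marker UMIs and 0.0797 as a share of immune cells. The value at resolution 0.4 appears to include dendritic-like cells, as no cluster was named for them there. The value at resolution 0.4 is probably that of a cluster merged with the dendritic-like cells. The MuSC-like ratio became 0.908 as a share of non-immune cells.

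With no upper limit on genes per cell, log2 ratios became 0.54 for Pax7 and -0.59 for Mt1, and medians 0.32 for OXPHOS and 0.23 for the immediate early and heat shock list. As a mean over cells of log-normalized values, which shrinks the differences of genes with few UMIs, they were 0.52 for Pax7, 0.30 for Id1, 0.33 for Id3, -0.25 for Rock2, -0.80 for Mt1, 0.0377 for OXPHOS and 0.13 for the immediate early and heat shock list. Thinning to 1000 UMIs, which leaves 410000 and 529000 UMIs in MuSC-like cells and gives deep cells no extra weight, gave 0.83 for Pax7, 0.93 for Id1, -0.16 for Rock2, -0.65 for Mt1, -0.84 for Mt2, 0.0115 for OXPHOS and 0.20 for the immediate early and heat shock list. Without the hemoglobin filter Mt1 was -0.46 and OXPHOS 0.21. With cells assigned by their own marker UMIs Mt1 was -0.47 and OXPHOS 0.11. Median-of-ratios scaling gave -0.56 for Mt1 and 0.12 for OXPHOS. Except where a construction is named, the cause was not tested.

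Some results reversed. As shares of immune cells, the ratios of dendritic-like (0.825), monocyte or macrophage-like (0.692) and T or NK cell-like cells (0.981) fell below 1, since the larger B cell-like share is part of that denominator. The main T or NK cell-like ratio of 1.85, which leaves out the unnamed cluster with T cell transcripts, became 2.79 with no doublet removal, 11.2 at a doublet rate of 15%, 3.27 without the hemoglobin filter, 3.01 with at most 10% mitochondrial UMIs, 3.26 with a minimum of 500 genes, 2.80 with no upper limit on genes and 3.13 with cells assigned by their own marker UMIs. The monocyte or macrophage-like ratio was 0.987 with no doublet removal. Ndufa2 was -0.10 and Spry1 -0.0694 after thinning. These thinned values rest on fewer UMIs and have no interval of their own, so counting error may account for the change of sign. Cdkn1c was -0.41 with cells assigned by their own marker UMIs and -0.0364 as a mean of log-normalized values. Tnnt2 was -0.91 with cells assigned by their own marker UMIs, an assignment that can move the few committed cells to another class. The cause was not tested.

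Of the 10 largest rises and falls, between 6 and 10 were kept under the alternatives for cells and clusters. The 5 genes with the largest shared shift were kept under each of these but the one without the hemoglobin filter, which kept 1. The myonuclei-like ratio has no main value, since the vehicle library kept 0 such cells, and that 0 depended on the filters. The vehicle library had 38 of them against 243 with ATRA+agonist when no doublets were removed, 13 against 96 with a minimum of 500 genes, 5 against 216 with at most 10% mitochondrial UMIs and 1 against 260 without the hemoglobin filter. Besides the reversed values given above, 6 values of pathway genes moved past their counting interval and 210 did not. Among genes of the myogenic state 14 moved and 146 did not, among the largest rises and falls 22 moved and 127 did not, and among study genes in other classes 35 moved and 107 did not. Counting error limits the pathway genes most, as many had under 100 UMIs.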

Other observations

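The test of red blood cells in this part was chosen after its result had been seen, and so were the gene lists and the genes Tsc22d3 and Zbtb16. So were the interferon-response and light-chain genes named here. For the other tests the expected outcome was written before the result, but after the pattern that prompted it, and the limits for reading the outcome were set with the values in view.

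Lower Mt1 and Mt2 with ATRA+agonist was not particular to MuSC-like cells. The median log2 ratio over the 6 other classes was -0.72 for Mt1 and -0.67 for Mt2, at least as far from 0 as in MuSC-like cells. A difference between the 2 libraries that is shared by most cell types is therefore a candidate explanation for these 2 genes, and the treatment, the pooled mice and the handling of the samples cannot be separated as its source with 1 library per group.

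The genes ranked highest by shared shift after hemoglobin included targets of the glucocorticoid receptor: Fkbp5, Tsc22d3 (log2 ratio -0.94 in MuSC-like and -1.06 in FAP-like cells) and Zbtb16 (-1.15 and -1.23). The size of the Zbtb16 shift differed between classes, from -0.45 in monocyte or macrophage-like to -2.08 in endothelial-like cells. Metallothioneins are also induced by glucocorticoids. A list of 30 other glucocorticoid-induced genes had median log2 ratios of -0.28 in endothelial-like, -0.34 in FAP-like, -0.26 in monocyte or macrophage-like and -0.25 in smooth muscle or pericyte-like cells, at percentile 0.06 or lower of random lists. In MuSC-like cells the median was -0.06, at percentile 12.3. Lower exposure to stress hormone in the treated mice may underlie part of the shared shift, but the MuSC-like value leaves it open there, and mice, treatment and time of collection cannot be told apart in 2 pooled libraries.

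Endothelial-like cells of the DMSO vehicle library carried more interferon-response transcripts. Leaving out the genes that led a cluster, 25 list genes summed to 11482 CPM with vehicle and 7759 with ATRA+agonist, a log2 ratio of -0.57. Among the left-out genes, Ubd had 1297 UMIs against 13 and Gbp2 had 9162 against 1352. Free RNA shared by all droplets is argued against, since the highest vehicle level among the 6 other classes compared was 3258 CPM in FAP-like cells. Depth does not account for it, as the log2 ratio was -0.59 after thinning, which left out 528 ATRA+agonist and 261 DMSO vehicle cells of that class. Of the vehicle cells 12.0% (95% interval 10.6% to 13.4%) lay above the 95th percentile of ATRA+agonist cells, against 7.59% in FAP-like, 7.47% in smooth muscle or pericyte-like, 6.99% in MuSC-like and 4.99% in monocyte or macrophage-like cells. The list was also lower with ATRA+agonist in FAP-like (log2 ratio -0.26, -0.28 to -0.24) and smooth muscle or pericyte-like cells (-0.25, -0.35 to -0.15), and by less in tenocyte-like (-0.10, -0.17 to -0.03) and monocyte or macrophage-like cells (-0.0755, -0.12 to -0.0335). In MuSC-like and neural (glial)-like cells the interval included 0. An interferon-exposed mouse among the 2 pooled vehicle mice may be one source, and suppression by the treatment another. They cannot be told apart, because the mice of a pool are not separated.

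Red blood cells differed widely. Barcodes with over 50% of UMIs from hemoglobin beta genes were 18.2% of the ATRA+agonist library (95% interval 17.5% to 19.0%) and 39.0% of the DMSO vehicle library (38.2% to 39.7%), and they made up 83.5% of the vehicle barcodes under 300 genes. Among cells that passed the other filters the median hemoglobin beta share was 0.0199% with ATRA+agonist and 0.0833% with vehicle. The limit of 0.25% therefore removed more vehicle cells. Without it, 23.5% of vehicle endothelial-like cells lay over the limit against 6.13% with ATRA+agonist, and 6.54% of vehicle MuSC-like cells against 1.90%. Cells named erythroid-like without the filter also lay over the limit, 458 of 788 with vehicle (58.1%) and 64 of 261 with ATRA+agonist (24.5%). Hemoglobin genes were among the leading genes of each of these clusters, so these cells cannot separate cell identity from free RNA. From the endothelial-like and MuSC-like values, free hemoglobin RNA may add to what this filter takes out in these classes. The falls of Hba-a1 and Hba-a2 in MuSC-like cells may have the same source.

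The rise of Myog rested on few cells. In the ATRA+agonist library 97.6% of the Myog UMIs of MuSC-like cells were in 10 cells, which also held all 140 Tnnt2 UMIs. Free RNA from fibers is argued against, since the named classes of that library other than MuSC-like and myonuclei-like cells had 0.139 Myog CPM. Myonuclei-like cells held 10 Myog UMIs, and the highest level in any class other than MuSC-like cells, over both libraries, was 26.3 CPM, against 150 CPM in ATRA+agonist MuSC-like cells. A handful of committed myogenic cells may therefore account for the ratio, and whether their number differs between mice was not tested.

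The OXPHOS list was higher with ATRA+agonist in all 7 classes, and its lowest percentile among random lists in the other classes was 98.7, in neural (glial)-like cells. This is consistent with a difference shared by the 2 libraries more than with one of MuSC-like cells. After thinning, with the minimum of 10 UMIs applied to the counts before thinning, the interval of the MuSC-like median included 0 (0.0431, -0.02 to 0.15), and the endothelial-like median was 0.21. With the minimum applied after thinning the MuSC-like median was 0.0115. The immediate early and heat shock list did not behave in this way: it was at 0.31 in MuSC-like cells and at -0.42 in smooth muscle or pericyte-like cells. It was also above 0 in tenocyte-like (0.19) and neural (glial)-like cells (0.11). In endothelial-like (0.0009), FAP-like (-0.05) and monocyte or macrophage-like cells (-0.01) it was near 0. An equal shift in all classes is therefore argued against for this list, but a shift shared by some classes is not. Transcripts induced during dissociation may differ by cell class, which was not tested.

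The excess of B cell-like cells with ATRA+agonist was compared with what the growth of 1 clone would give. Of the 52 ATRA+agonist B cell-like cells with at least 3 UMIs from light-chain variable genes, the commonest gene, Igkv1-117, led 15.4% (95% interval 6.88% to 28.1%), and 20 genes led at least 1 cell, which argues against 1 clone as the source of most of these 52 cells. They were few of the 640 B cell-like cells, and the minimum of 3 UMIs selects cells rich in light-chain transcripts. For the other B cell-like cells, growth of 1 clone stays untested. A cluster of 82 B cell-like cells led by Cacna1e, Il5ra and Mzb1 had no DMSO vehicle cell, and may be a feature of this library and not a cell type. Lymphoid tissue in the dissected sample, the pooled mice and the treatment stay open and were not tested.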
